A study of Mus musculus with 2 samples.

How the data were processed

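Single-nucleus RNA sequencing was done on the tibialis anterior, a muscle at the front of the lower leg, of male mice aged 16 to 20 weeks with chronic kidney disease, 5 days after the femoral artery was tied off. Per the labels, 1 library came from AHRfl/fl mice, whose Ahr gene carries recombination sites, and 1 from AHRmKO mice, in which a Cre recombinase driven by a skeletal actin promoter deletes Ahr in muscle fibres. Both libraries used the Chromium 3′ HT chemistry of 10x Genomics, in which each captured RNA molecule receives a barcode for its droplet and a unique molecular identifier (UMI). The number of animals behind each library is not stated.

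The authors deposited raw UMI counts per gene and barcode, without normalisation and for all barcodes, so no nuclei had been selected. Per the file headers, both matrices were written in the format of Cell Ranger version 4. Neither the labels nor the headers state the genome build, the annotation, whether intronic reads were counted or whether counting used the strand of a read. Both matrices list the same 32285 genes. The library labelled AHRfl/fl held 151788328 UMIs over 2428718 listed barcodes, and the one labelled AHRmKO held 113737134 UMIs over 2502183.

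Nuclei were called per library by an order-of-magnitude rule. The threshold was 10% of the 99th percentile of UMI counts among the expected nuclei, whose number was fitted between 500 and 45000, and it came to 1672.6 UMIs in the library labelled AHRfl/fl and 2006.3 in the other. A nucleus also needed 200 genes and a mitochondrial share of at most the larger of 5% and the median plus 3 median absolute deviations. The deviations were scaled to estimate a standard deviation, and the limits came to 5% and 8.95%. These steps took 20961 barcodes over the threshold to 18650 in the library labelled AHRfl/fl and 8981 to 7729 in the other. Doublets, droplets with more than 1 nucleus, were scored with Scrublet, and the top 7.46% and 3.09% of scores were left out (0.4% per 1000 nuclei), which removed 1391 and 239 nuclei.

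Counts were scaled to 10000 per nucleus and log-transformed. From 2000 variable genes, 30 principal components were computed, nuclei were joined to 15 neighbours, and both libraries were clustered together with the Leiden method at resolution 0.8 without integration. The work ran in Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9. A cluster took the name of the class, out of 18 with markers fixed in advance, of which the largest share of markers lay 2-fold or more above the median of the other clusters, with 10 CPM added on both sides. At least 3 such markers were needed. Clusters stayed unnamed where their 10 leading genes held more markers of another class, or where their median UMI count was over 2 times that of the library. These naming thresholds, and a grouping of classes into broad lineages, were set after the data had been seen, and all names were rebuilt from markers.

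Counts were summed per class and library and given as counts per 1000000 UMIs of the class sum (CPM) with exact Poisson intervals at 95%. Shares of nuclei have exact Clopper-Pearson intervals and their differences Newcombe intervals. A log2 ratio is the library labelled AHRmKO over the library labelled AHRfl/fl with 0.5 CPM added on both sides, which understates the change of low genes, and its interval is the exact conditional binomial interval of the counts. All of these intervals cover counting error only. With 1 library per group there are no replicates, no test between groups was possible, and no value carries a p-value.

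For 7 gene lists (targets of AHR, angiogenic and growth factor ligands, nuclear-encoded oxidative phosphorylation, a ubiquitin and atrophy programme, regeneration and denervation, hypoxia response, glycolysis), the median log2 ratio was taken over genes with at least 10 UMIs. It was placed among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries, and its counting interval came from 1000 Poisson draws. A list of 17 early response genes was written after Fos had been seen. The genes named in myofibre-like nuclei are the 5 highest and 5 lowest ratios among genes with at least 50 CPM and 30 UMIs in the higher library, leaving out mitochondrial, haemoglobin and marker genes. In the 3 largest other classes they are the 2 highest and 2 lowest. Ahr, 6 genes of its pathway, 5 myosin genes and Vegfa were always named. The lists, markers and naming rules for genes were fixed before the data were examined.

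Free RNA, which enters droplets from broken cells, was profiled in barcodes of at most 100 UMIs and, as a choice made after seeing the data, in barcodes of 200 to under 500 UMIs. Its share was estimated from 15 myofibre genes in endothelial-like and macrophage-like nuclei. The first profile gave 34.6% of UMIs in the library labelled AHRfl/fl and 19.5% in the other, and the second gave 21.0% and 23.5%. Subtraction left no count below 0. Gene positions are those of the GENCODE M21 annotation of mouse build GRCm38, which matched 32235 of the listed genes by identifier. This may not be the build the authors used.

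Alternatives covered the calling of nuclei, the mitochondrial and doublet filters, the clustering, the naming of classes, free RNA, scaling by median-of-ratios size factors, the weight of each nucleus, a pseudocount of 5 CPM, minimums of 0 or 100 UMIs, and thinning of every nucleus to 2007 UMIs. Thinning left out 1688 nuclei of the library labelled AHRfl/fl and 0 of the other, and median genes per nucleus went from 1980 and 1928.5 to 1362 and 1290. Size factors shifted the median log2 ratio by -0.07 in myofibre-like and by -0.11 in satellite-like nuclei.

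The ratio, list, free RNA share and empty-droplet steps were tested on simulated data. In the simulated comparison of myofibre-like sums over 32285 genes, 200 genes given a log2 change of 1.5 up or down all had the right sign, 196 lay inside their counting interval and the median absolute error was 0.04. Of 100 simulated unchanged lists, 4 fell outside the central 95% of random lists. A simulated free RNA share of 15% was estimated as 14.8%, and 0 of 3000 simulated empty barcodes and 291 of 300 simulated nuclei were called. The simulated class held myofibre genes only as free RNA, which the estimate assumes. Simulated empty barcodes were drawn from the same profile that the call used. Both steps were thus tested only under their own assumptions. The call tested was that by departure from a profile, an alternative, and the order-of-magnitude rule was not tested.

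Barcode sequences were not used. Shares of nuclei with a UMI of a gene were left out because they follow depth. Leading genes of clusters are not reported as results, since the clusters were built from them.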

Results

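The data are 2 libraries of nuclei from the tibialis anterior of male mice with chronic kidney disease, taken 5 days after ligation of the femoral artery, which cuts blood flow to the leg. The aryl hydrocarbon receptor (AHR) is a transcription factor activated by small molecules, among them metabolites that the failing kidney does not clear. The design sets mice with an intact floxed Ahr gene (AHRfl/fl) against mice with Ahr deleted in muscle fibres (AHRmKO), and so asks what AHR in muscle does in the ischaemic limb. Each group has 1 library, so no difference between them has a replicate check.

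The library labelled AHRfl/fl held 151788328 UMIs and gave 17259 called nuclei, with a median of 3414 UMIs and 0.846% mitochondrial UMIs. The one labelled AHRmKO held 113737134 UMIs and gave 7490 nuclei, with a median of 3612.5 UMIs and 2.28% mitochondrial UMIs. Called nuclei held 47.4% of all UMIs in the first library and 32.1% in the second. Barcodes of 200 to under 500 UMIs, mostly droplets without a nucleus, numbered 79956 and 138289 and held 21.9% and 42.0% of UMIs. The number of nuclei depended on the calling rule: a fixed minimum of 500 UMIs moved it most, to 37981 in the library labelled AHRfl/fl and 23911 in the other.

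**Figure D1:**
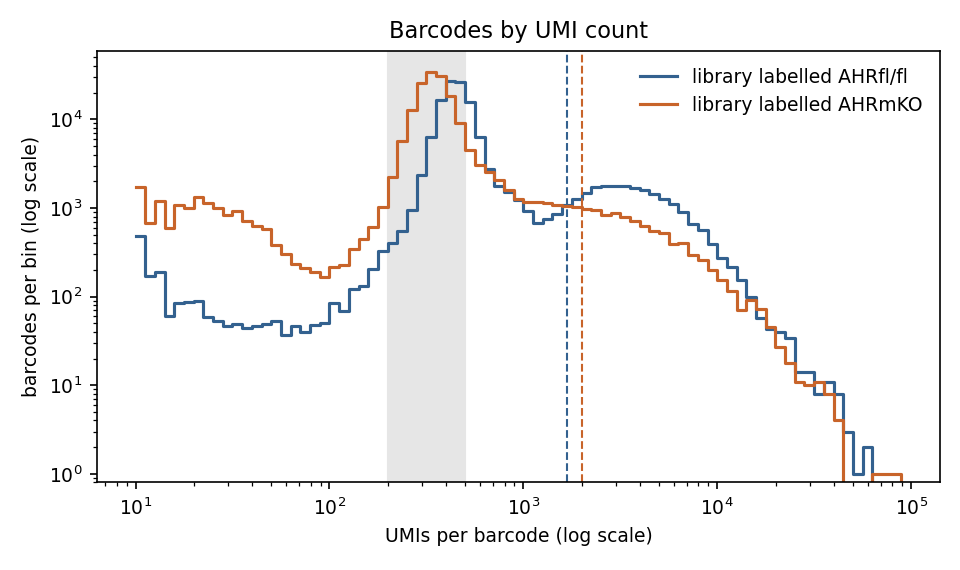
Barcodes (y axis, log scale) by UMIs per barcode (x axis, log scale) in each library; dashed lines mark the thresholds of 1672.6 and 2006.3 UMIs and the grey band marks 200 to under 500 UMIs. The library labelled AHRfl/fl dips between the band and the nuclei, whereas the one labelled AHRmKO runs through without a dip.

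Ahr, the targeted gene (ENSMUSG00000019256; chromosome 12, 35497974 to 35535038, minus strand, GRCm38), was not lower in the library labelled AHRmKO. Over all nuclei it stood at 30.6 CPM (2201 UMIs) in the library labelled AHRfl/fl and at 35.5 CPM (1297 UMIs) in the other, a log2 ratio of 0.21 with a counting interval of 0.12 to 0.32. Alternatives gave 0.14 to 0.28. In myofibre-like nuclei, where the deletion should act, Ahr was at 31.2 CPM (340 UMIs; 28.0 to 34.7) and 28.4 CPM (282 UMIs; 25.1 to 31.9), a log2 ratio of -0.14 whose interval of -0.37 to 0.09 includes 0. Calling by departure from the profile of 200 to under 500 UMIs moved that ratio most, to 2.39, and clustering the libraries separately moved it to -2.65, so no direction is claimed for it. Myofibre-like nuclei held 340 of the 2201 Ahr UMIs in the library labelled AHRfl/fl. A loss limited to fibres could thus leave the value over all nuclei about the same, so that value does not test the label. The myofibre-like value does not show the deletion, and every direction below is between libraries as labelled.

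Fibre clusters split by the number of immature myonucleus markers they carried, a division chosen after the data had been seen. In those with fewer than 3 such markers, Ahr was at 4.27 CPM (8 UMIs) in the library labelled AHRfl/fl and 5.0 CPM (10 UMIs) in the other. This is close to the 3.89 and 4.73 CPM that free RNA would give by the profile of 200 to under 500 UMIs. By the profile of at most 100 UMIs it would give 9.76 and 5.07 CPM. The first of these exceeds the upper counting limit of 8.41 CPM, so the 2 profiles differ for the library labelled AHRfl/fl. No Ahr above free RNA was detectable there in either library at this depth. In those with 3 or more, it was at 36.8 and 34.2 CPM (332 and 272 UMIs), against the same free RNA values. The counts are per gene, so loss of part of the transcript was not measured.

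Outside fibres, Ahr was at 27.4 and 33.5 CPM in macrophage-like nuclei, 39.7 and 42.2 CPM in satellite-like nuclei, 15.7 and 28.7 CPM in fibroblast-like nuclei and 61.4 and 106.9 CPM in endothelial-like nuclei, the library labelled AHRfl/fl first. The macrophage-like difference (log2 ratio 0.28) became -0.03 when nuclei were thinned to one depth. Adipocyte-like nuclei held 9 UMIs and 1 UMI, a log2 ratio of -2.51 with an interval of -8.20 to 0.11. Immature myonucleus-like nuclei held 240 and 3 UMIs, at 28.3 and 26.5 CPM.

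**Figure D2:**
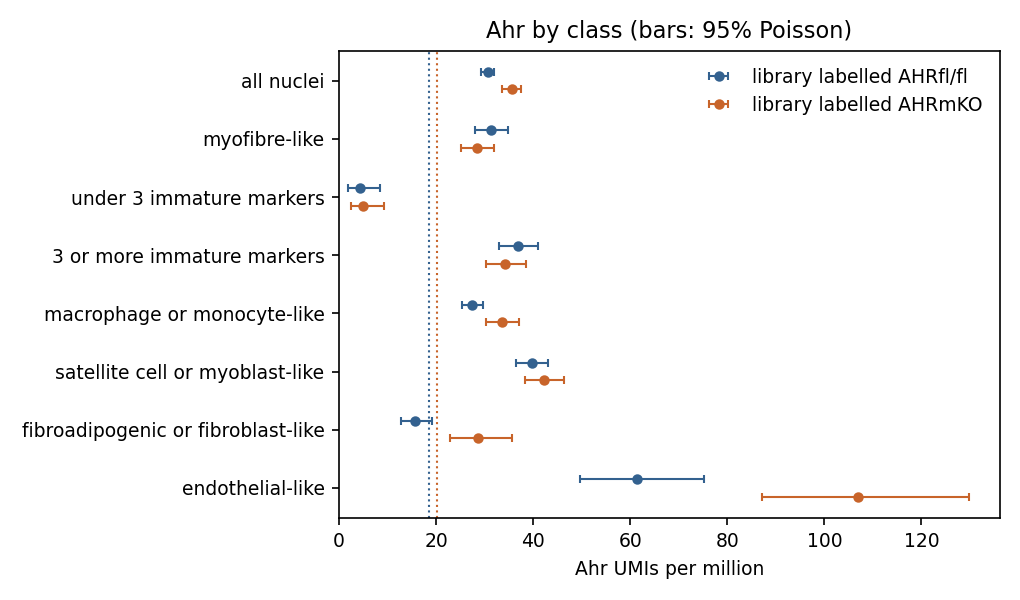
Ahr in CPM (x axis) by class (y axis) in each library, with 95% Poisson intervals; dotted lines mark Ahr in barcodes of 200 to under 500 UMIs (18.5 and 20.1 CPM). Among the classes drawn, which leave out adipocyte-like and immature myonucleus-like nuclei, fibre clusters with under 3 immature markers lie lowest in both libraries, at 4.27 and 5.0 CPM, and the interval of the library labelled AHRmKO lies wholly below the other in none of the classes drawn.

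Clustering gave 21 clusters, of which 18 were named. In 12 of them over 90% of nuclei came from 1 library, and these held 66.8% of all nuclei, so such a cluster may be a library rather than a type. Macrophage or monocyte-like nuclei made up 43.7% (43.0 to 44.5) of the library labelled AHRfl/fl and 31.9% (30.8 to 32.9) of the other. Satellite cell or myoblast-like nuclei made up 19.6% (19.1 to 20.2) and 28.2% (27.2 to 29.2), and myofibre-like nuclei 11.4% (11.0 to 11.9) and 27.6% (26.6 to 28.6). Immature myonucleus-like nuclei made up 9.48% of the library labelled AHRfl/fl and 0.080% (6 nuclei) of the other. The myofibre-like difference of 16.1 points was moved most by a fixed minimum of 500 UMIs, to 46.9 points. It turned to -4.32 points when the libraries were clustered separately. At the minimum of 500 UMIs, 57.2% of nuclei of the library labelled AHRfl/fl and 0.364% of the other stayed unnamed. With separate clustering these shares were 21.9% and 7.38%, so part of either change may come from naming. The macrophage-like difference of -11.9 points turned to 9.15 points when nuclei were called by departure from the profile of at most 100 UMIs. No direction of a class share is therefore claimed for macrophage-like, satellite-like, myofibre-like or immature myonucleus-like nuclei, each of which reversed under at least 1 alternative.

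Fibroadipogenic or fibroblast-like nuclei made up 7.86% and 8.01%, a difference of 0.154 points (-0.568 to 0.902). Endothelial-like nuclei made up 2.14% and 2.16%, a difference of 0.019 points (-0.362 to 0.429). Neither difference exceeded counting error in the reported setting. The fibroblast-like one left its interval under 4 of 12 alternatives, which gave -3.88 to 1.06 points. The endothelial-like one left its interval under 9 of 12, which gave -0.505 to 1.20 points. Adipocyte-like nuclei made up 0.597% and 1.12%, and erythroid-like nuclei 0.017% (3 nuclei) and 0.240% (18 nuclei). Unnamed nuclei made up 5.09% and 0.734%. In broad lineages, leukocytes made up 45.3% and 32.1%, and fibre and immature myonuclei together 20.9% and 27.7%.

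**Figure D3:**
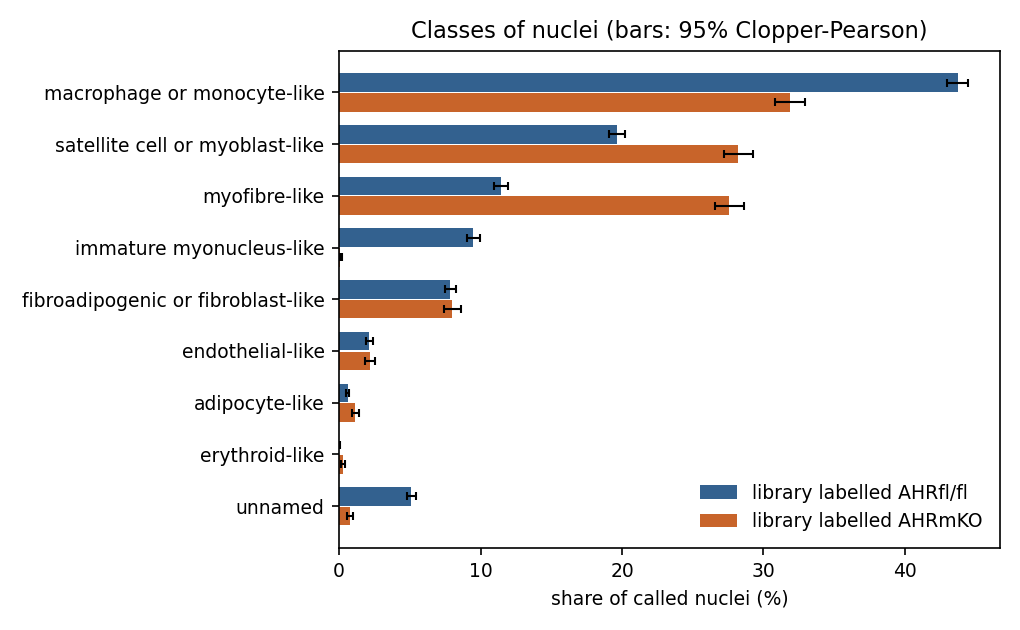
Share of called nuclei (x axis, %) by class (y axis) in each library, with 95% Clopper-Pearson intervals. Macrophage-like nuclei make up 43.7% and 31.9%, and immature myonucleus-like nuclei, 9.48% of the library labelled AHRfl/fl, make up 0.080% of the other.

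Of the AHR pathway genes, Arnt, Tiparp and Cyp1b1 were lower in myofibre-like nuclei of the library labelled AHRmKO beyond counting error, and Arnt and Tiparp reversed under alternatives. Arnt, the partner of AHR, was at 168.7 and 130.3 CPM (log2 ratio -0.37, -0.48 to -0.27), which a fixed minimum of 500 UMIs moved most, to -1.01, and which turned to 0.16 with the libraries clustered separately. The AHR repressor Ahrr had 4 and 6 UMIs, and Cyp1a1 had 0 UMIs in both libraries, which allows up to 0.339 and 0.371 CPM. Cyp1b1 had 27 and 4 UMIs, a log2 ratio of -1.72 (-4.60 to -1.10). None of 20 alternatives turned it positive, and subtracting either free RNA profile left Cyp1b1 no UMIs in those nuclei. Its ratio was also below 0 in macrophage-like (-2.14), satellite-like (-1.89), fibroblast-like (-0.50), endothelial-like (-3.19, on 21 UMIs and 1 UMI) and adipocyte-like (-2.09) nuclei. Tiparp was at 73.3 and 64.0 CPM (-0.19, -0.35 to -0.04) and turned to 0.53 with the libraries clustered separately. Nqo1 had 33 and 27 UMIs (-0.13, -0.95 to 0.62). The list of AHR targets, with 7 of its 10 genes counted, had a median log2 ratio of -0.13 at the 52.2 percentile of random lists. The alternative that moved it most, calling by departure from the profile of 200 to under 500 UMIs, gave -1.51.

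Vegfa, an angiogenic ligand, was higher in the library labelled AHRmKO in each class compared here. In myofibre-like nuclei it was at 32.1 CPM (350 UMIs) and 199.5 CPM (1984 UMIs), a log2 ratio of 2.62 (2.47 to 2.80), and alternatives gave 0.38 to 5.14. The lowest of these came from fibre clusters with 3 or more immature markers (23.1 and 30.2 CPM), and those with fewer gave 3.52 (75.7 and 871.5 CPM). Fibre clusters came mostly from 1 library each. Within the one with under 3 immature markers that held 395 and 71 nuclei, the Vegfa ratio was 1.68 (1.25 to 2.11; 140 and 70 UMIs). Within the one with 3 or more that held 47 and 1485 nuclei, it was -1.31 (-2.16 to -0.36; 12 and 239 UMIs). The ratio was 1.20 in macrophage-like, 1.20 in satellite-like, 1.54 in fibroblast-like, 1.07 in endothelial-like and 1.37 in adipocyte-like nuclei. In barcodes of 200 to under 500 UMIs Vegfa was at 19.1 and 40.1 CPM, a log2 ratio of 1.05. The estimated free RNA gives 4.01 and 9.41 CPM, against the 5.13 and 12.5 CPM of macrophage-like nuclei. The 20 angiogenic and growth factor ligands as a list had a median of 0.02 in myofibre-like nuclei, at the 68.9 percentile. In the reported setting the rise of Vegfa was thus not shared by the list. Alternatives gave list medians of -0.29 to 0.76, above 0 under 17 of 23.

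Among genes picked by size in myofibre-like nuclei, the highest log2 ratios were those of Fos (3.85, 3.59 to 4.33; 6.15 and 95.1 CPM), Gm42418 (3.34; 2746 and 27752 CPM), Gm19951 (3.24; 23.8 and 228.5 CPM), Mlf1 (3.14; 6.24 and 59.1 CPM) and Slc38a3 (3.14; 11.0 and 101.0 CPM). Gm42418 lies wholly within an annotated ribosomal RNA gene on the other strand, and subtracting the profile of 200 to under 500 UMIs removed all of its UMIs in both libraries. The ratio of Mlf1 fell to 0.34 under one alternative and that of Slc38a3 to 0.60, the lowest values of each.

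The lowest ratios were those of D830005E20Rik (-7.41; 307.4 and 1.31 CPM), Gm21954 (938 and 1 UMIs; -7.17, counting interval -15.05 to -7.26), Gm42439 (859 and 1 UMIs; -7.05, -14.92 to -7.13), Gm10135 (965 and 2 UMIs; -6.99, -11.83 to -6.93) and Gm42609 (-6.93; 280.4 and 1.81 CPM). For the genes with 1 or 2 UMIs the added 0.5 CPM pulls the ratio toward 0. All 5 lie across from a more abundant gene on the opposite strand in GENCODE M21: D830005E20Rik across from Trdn, Gm21954 and Gm42609 from Dclk1, Gm42439 from Auts2 and Gm10135 from Slain2. Because the use of strand in counting is not stated, these 5 are uncertain. Outside the naming rule, and chosen after its values were seen, Ppef1 was the lowest gene without such a partner, at -5.24 (863 and 16 UMIs).

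Fos and its relative Fosb also led the other large classes. In macrophage-like nuclei Fosb rose by a log2 ratio of 5.07 (3.90 and 147.4 CPM) and Fos by 3.52, in satellite-like nuclei Fos rose by 4.56 and Fosb by 4.37, and in fibroblast-like nuclei Fosb rose by 5.74 and Fos by 4.91. The lowest ratios there were Gm12227 (-5.10) and Gm22146 (-5.03) in macrophage-like, Egfros (-6.87) and Gm15563 (-6.23) in satellite-like, and 8030451A03Rik (-6.67) and Gm48972 (-5.92) in fibroblast-like nuclei. Of these 6, all but Gm48972 have a more abundant gene on the opposite strand and are uncertain for the same reason. The satellite-like values are relative to a shift of -0.11 between scalings.

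The 74 nuclear-encoded oxidative phosphorylation genes had the lowest list median in myofibre-like nuclei, at -1.26 (counting interval -1.28 to -1.12), below all random lists. Subtracting the profile of 200 to under 500 UMIs moved this most, to 3.34. The same subtraction set 49 of the 74 genes to 0 in the library labelled AHRfl/fl in fibre clusters with under 3 immature markers and 39 in those with 3 or more, so whether the direction depends on free RNA is open. The lower median was not specific to fibres: the median was -2.02 in macrophage-like, -1.88 in fibroblast-like and -1.25 in satellite-like nuclei. The 17 genes of the ubiquitin and atrophy programme had a median of -0.41 at the 0.93 percentile, which turned to 0.78 with the libraries clustered separately. The 14 regeneration and denervation genes had a median of 0.13 at the 71.5 percentile, which turned to -2.80 in fibre clusters with under 3 immature markers. Outside fibres their median was -2.69 in macrophage-like, -2.96 in fibroblast-like and -0.68 in satellite-like nuclei, each below all random lists. Myh3, a gene of this list, was at 2912 and 427 CPM in barcodes of 200 to under 500 UMIs, the library labelled AHRfl/fl first. It was at 520 and 95.3 CPM in macrophage-like and at 384 and 53.4 CPM in fibroblast-like nuclei. Free RNA may thus give the lower medians in macrophage-like and fibroblast-like nuclei, which was not tested for this list. The 16 hypoxia genes were at -0.34 (9.87 percentile), which turned to 0.07 at Leiden resolution 0.4. The 14 glycolysis genes were at -0.15 (15.8 percentile), which reversed under 12 of 23 alternatives. Glycolysis was at -0.91 in macrophage-like (0.01 percentile), -0.86 in fibroblast-like (0.02 percentile) and -0.17 in satellite-like nuclei (19.6 percentile).

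**Figure D4:**
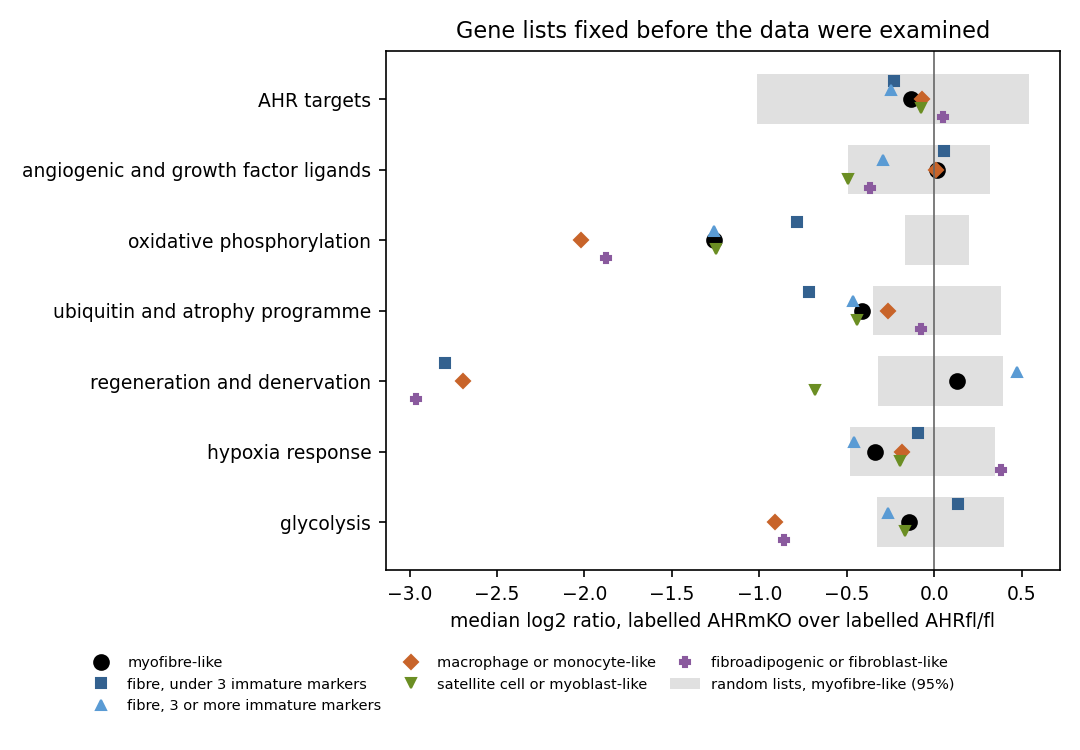
Median log2 ratio (x axis, labelled AHRmKO over labelled AHRfl/fl) of each gene list (y axis) by class; grey bars hold the central 95% of random matched lists in myofibre-like nuclei. Oxidative phosphorylation lies lowest in myofibre-like nuclei, at -1.26, and lower still in macrophage-like nuclei, at -2.02.

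Myosin heavy chain genes differ between fibre types, with Myh4 in the fastest fibres and Myh7 in slow ones. Of the UMIs of Myh4, Myh1, Myh2 and Myh7 in myofibre-like nuclei, Myh4 took 48.1% (47.5 to 48.8) in the library labelled AHRfl/fl and 49.6% (49.0 to 50.2) in the other, a difference of 1.44 points (0.558 to 2.32). The alternative that moved it most, fibre clusters with under 3 immature markers, gave -32.8 points, with shares of 83.9% and 51.1%. No direction is therefore claimed. Myh2 took 0.442% and 2.05%, and Myh7 had 4 UMIs in each library. Embryonic Myh3 was at 1515 and 3132 CPM (log2 ratio 1.05), and turned to -2.36 in fibre clusters with under 3 immature markers. Myh4 itself (0.49) turned to -0.22 with a fixed minimum of 500 UMIs, and Myh1 (0.36) turned to -0.36 in fibre clusters with 3 or more immature markers.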

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

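The test in this part was chosen only after the result was seen.

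Gm42418 stood out outside the main measurement, in barcodes that the reported calling did not take as nuclei. In barcodes of 200 to under 500 UMIs it took 11.9% of UMIs in the library labelled AHRmKO and 1.55% in the library labelled AHRfl/fl, which serves as the control level. In called nuclei it took 2.61% and 0.334%. AY036118, at the same place, took 1.13% and 0.425% of UMIs in the barcodes of 200 to under 500 UMIs. Genes that do not overlap Gm42418 were higher there too: Camk1d (3.16% and 0.409%), Cmss1 (0.480% and 0.168%) and Lars2 (0.378% and 0.0503%). Malat1, Apoe, Ttn, Acta1 and Myh3 were lower there. The rise was thus not limited to that place, and its cause in these other genes was not tested. Gm42418 (chromosome 17, 39846958 to 39848788, GRCm38) is overlapped over 100% of its length by the annotated ribosomal RNA gene CT010467.1 on the opposite strand, so its counts may be ribosomal RNA. The use of strand in counting is not stated, and this would decide which of the genes at that place received the reads. More broken cells in the preparation of 1 library, or a difference between the animals, would also raise ribosomal RNA in droplets without a nucleus. Neither was tested, and a difference due to genotype stays open and untested.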

How the results depend on the processing

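The tests chosen only after the results were seen are these alternatives: calling by departure from the profile of 200 to under 500 UMIs, a mitochondrial limit of 5% in both libraries, subtraction of the profile of 200 to under 500 UMIs, fibre clusters with under 3 or with 3 or more immature markers, myofibre-like and immature myonucleus-like nuclei together, opposite-strand genes left out, and broad lineages. No paired analysis was possible because each group has 1 library. Each value below is the library labelled AHRmKO against the one labelled AHRfl/fl, in percentage points for shares and log2 for ratios and list medians. Ratios are for myofibre-like nuclei where no class is named.

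Among nuclei called, class shares, Ahr ratios over all nuclei and in myofibre-like nuclei, list medians and the Myh4 share, 158 values under alternatives stayed within the counting interval of the reported value, 130 left it and 43 of the called directions changed sign. Among the other ratios of named genes, Ahr in the other classes included, the counts were 437, 255 and 14. The direction of Ahr over all nuclei was kept under all 12 alternatives run for it (0.14 to 0.28), that of Vegfa in myofibre-like nuclei under all 20 (0.38 to 5.14), that of Fos there under all 20 (2.85 to 7.21) and that of D830005E20Rik under all 20 (-9.72 to -5.63). For every value given below, the cause was not tested, except where the setting itself leaves out or adds the nuclei or UMIs concerned. The share of unnamed nuclei also changed with the setting, and this bears on the share differences. In the libraries labelled AHRfl/fl and AHRmKO it was 57.2% and 0.364% with a fixed minimum of 500 UMIs. It was 0.620% and 25.6% at Leiden resolution 0.4, and 17.7% and 1.53% with doublets kept.

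With a fixed minimum of 500 UMIs, nuclei called came to 37981 in the library labelled AHRfl/fl and 23911 in the library labelled AHRmKO. Share differences moved to 4.76 for satellite-like, 46.9 for myofibre-like and 0.777 for endothelial-like and reversed to 4.18 for macrophage-like, 3.99 for leukocyte lineage and -9.92 for myonuclear lineage. Log2 ratios moved to 1.47 for Ahr and reversed to -0.22 for Myh4. List medians moved to 0.25 for ligands, -0.82 for oxidative phosphorylation, -2.14 for atrophy and 0.80 for regeneration and reversed to 0.18 for glycolysis. The Myh4 share difference reversed to -31.2. With a fixed minimum of 1000 UMIs, nuclei called came to 19374 in the library labelled AHRfl/fl and 12741 in the library labelled AHRmKO. Share differences shifted to -7.51 for macrophage-like, 7.01 for satellite-like, 1.06 for fibroblast-like, 0.932 for endothelial-like, -8.31 for immature myonucleus-like, -7.51 for leukocyte lineage and 1.96 for myonuclear lineage and reversed to -4.30 for myofibre-like. Log2 ratios shifted to -2.54 for Ahr and reversed to 0.041 for Arnt, 0.39 for Tiparp and -3.77 for Myh3. List medians shifted to 0.31 for AHR targets, -0.83 for oxidative phosphorylation and -0.058 for hypoxia and reversed to 0.65 for atrophy, -3.67 for regeneration and 0.71 for glycolysis. The difference in Myh4 share moved to 11.3. With barcodes called for departing from the profile of 200 to under 500 UMIs, nuclei called came to 19819 in the library labelled AHRfl/fl and 19820 in the library labelled AHRmKO. The share differences went to -3.88 for fibroblast-like, 0.964 for endothelial-like, 0.141 for adipocyte-like and -4.24 for immature myonucleus-like and reversed to -4.82 for satellite-like and -0.248 for myonuclear lineage. The log2 ratios went to 2.39 for Ahr and reversed to -0.18 for Myh4. The list medians went to -1.51 for AHR targets, 0.28 for ligands, -2.06 for atrophy and 0.91 for regeneration. For Myh4, the share difference reversed to -30.6. Without the mitochondrial filter, nuclei called came to 19204 in the library labelled AHRfl/fl and 8657 in the library labelled AHRmKO. Here share differences came to -14.6 for macrophage-like, 4.52 for satellite-like, 7.37 for myofibre-like, 0.901 for endothelial-like and -11.5 for immature myonucleus-like. The log2 ratio moved to 0.095 for Ahr. Here list medians came to -0.28 for atrophy and reversed to -0.065 for regeneration and 0.094 for glycolysis. The Myh4 share difference moved to 2.82. With doublets kept, nuclei called came to 18650 in the library labelled AHRfl/fl and 7729 in the library labelled AHRmKO. Share differences moved to -1.94 for macrophage-like, 18.2 for myofibre-like, -1.01 for fibroblast-like, -8.42 for immature myonucleus-like, -10.7 for leukocyte lineage and 9.82 for myonuclear lineage. List medians moved to -1.30 for oxidative phosphorylation and 0.059 for regeneration. With barcodes called for departing from the profile of at most 100 UMIs, nuclei called came to 15143 in the library labelled AHRmKO. Share differences shifted to 3.67 for myofibre-like, 1.20 for endothelial-like, -8.67 for immature myonucleus-like and -2.23 for leukocyte lineage and reversed to 9.15 for macrophage-like and -5.00 for myonuclear lineage. List medians reversed to 0.040 for atrophy, -0.19 for regeneration and 0.34 for glycolysis. The difference in Myh4 share moved to 8.67. With a mitochondrial limit of 5% in both libraries, nuclei called came to 6435 in the library labelled AHRmKO. The share differences went to -0.230 for macrophage-like, 5.81 for satellite-like, 18.8 for myofibre-like, -0.505 for endothelial-like and 9.68 for myonuclear lineage.

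At Leiden resolution 0.4, share differences moved to -15.1 for macrophage-like, 3.94 for satellite-like, -11.1 for immature myonucleus-like, -15.1 for leukocyte lineage and 10.5 for myonuclear lineage and reversed to -3.42 for myofibre-like. Here log2 ratios came to -2.44 for Ahr and reversed to 0.14 for Arnt, 0.49 for Tiparp and -3.79 for Myh3. The list medians went to 0.49 for AHR targets, 0.44 for ligands and -1.04 for oxidative phosphorylation and reversed to 0.63 for atrophy, -3.62 for regeneration, 0.066 for hypoxia and 0.31 for glycolysis. For Myh4, the share difference moved to 3.03. At Leiden resolution 1.6, share differences moved to -17.0 for macrophage-like, 3.66 for satellite-like, 9.53 for myofibre-like, 0.625 for endothelial-like, -5.67 for immature myonucleus-like and 3.86 for myonuclear lineage. Here list medians reversed to -0.023 for regeneration and 0.085 for glycolysis. With the libraries clustered separately, share differences moved to -3.93 for macrophage-like, 3.04 for satellite-like and 12.2 for myonuclear lineage and reversed to -4.32 for myofibre-like and 18.4 for immature myonucleus-like. Log2 ratios moved to -2.65 for Ahr and reversed to 0.16 for Arnt, 0.53 for Tiparp and -4.06 for Myh3. List medians moved to 0.53 for AHR targets, 0.41 for ligands, -0.99 for oxidative phosphorylation and -0.12 for hypoxia and reversed to 0.78 for atrophy, -3.95 for regeneration and 0.34 for glycolysis. The Myh4 share difference moved to 3.69. With nuclei thinned to one depth, share differences moved to -2.46 for macrophage-like, 14.1 for myofibre-like, 0.578 for endothelial-like, -10.5 for immature myonucleus-like, -10.05 for leukocyte lineage and 3.54 for myonuclear lineage. The log2 ratio reversed to -0.031 for Ahr in macrophage-like nuclei. List medians shifted to -0.010 for glycolysis and reversed to -0.025 for regeneration. The difference in Myh4 share moved to 3.86. With classes set per nucleus from marker scores, share differences moved to 3.25 for satellite-like, 9.15 for myofibre-like, -1.08 for fibroblast-like, 0.992 for endothelial-like, 1.33 for adipocyte-like, -0.799 for immature myonucleus-like, -10.8 for leukocyte lineage and 9.49 for myonuclear lineage. The list medians went to -0.10 for atrophy and reversed to -0.31 for regeneration and 0.24 for glycolysis.

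In fibre clusters with under 3 immature markers, log2 ratios moved to 0.21 for Ahr and reversed to -2.36 for Myh3. Here list medians came to -0.79 for oxidative phosphorylation, -0.72 for atrophy and -0.092 for hypoxia and reversed to -2.80 for regeneration and 0.13 for glycolysis. For Myh4, the share difference reversed to -32.8. In fibre clusters with 3 or more immature markers, the log2 ratio reversed to -0.36 for Myh1. List medians moved to -0.29 for ligands, 0.48 for regeneration and -0.27 for glycolysis. The Myh4 share difference moved to 6.47. With the profile of at most 100 UMIs subtracted, list medians moved to 0.76 for ligands and 1.28 for regeneration and reversed to 0.87 for oxidative phosphorylation and 1.03 for glycolysis. With the profile of 200 to under 500 UMIs subtracted, list medians moved to 1.81 for regeneration and reversed to 3.34 for oxidative phosphorylation and 1.31 for glycolysis. With each nucleus weighted the same, list medians moved to -1.29 for oxidative phosphorylation, 0.022 for regeneration and -0.038 for glycolysis. The difference in Myh4 share moved to 2.62. With a pseudocount of 5 CPM, list medians moved to -1.02 for oxidative phosphorylation and -0.27 for hypoxia. With myofibre-like and immature myonucleus-like nuclei together, list medians moved to -0.12 for atrophy and reversed to -0.10 for regeneration and 0.24 for glycolysis. For Myh4, the share difference moved to 5.83. With median-of-ratios size factors, list medians moved to 0.20 for regeneration and -0.27 for hypoxia.

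The share of immature myonucleus-like nuclei had no value under the fixed minimum of 500 UMIs, because no cluster took that name. The choice of genes also moved. Between 0 and 5 of the 5 highest genes, and between 0 and 5 of the 5 lowest, were shared with the reported choice under the alternatives, and with a minimum of 100 UMIs all 5 of each were. Depth limits the genes with few UMIs in myofibre-like nuclei: Ahrr had 4 and 6 UMIs, Myh7 had 4 in each library and Cyp1a1 had 0, so differences in these were not detectable.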

Other observations

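Of the tests in this part, those of free RNA and of opposite-strand reads, as causes of unmixed macrophage-like nuclei and of shared gene ratios, were set before their values were seen, and all the others were chosen only after the result was seen. After first values were seen, the patterns of Ahr, Vegfa and oxidative phosphorylation were split into parts, the free RNA test of Vegfa was replaced by a stricter one, and the scoring of 2 tests was altered: free RNA for shared gene ratios, and opposite-strand reads for the genes with such a partner.

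Macrophage-like nuclei of the 2 libraries did not mix. Among the 15 nearest neighbours of such nuclei from the library labelled AHRmKO, 3.81% came from the other library, against 76.0% at full mixing. The written criterion was that a cause, once left out, would raise the percent to at least 50% of full mixing. Leaving out genes that were abundant or different in barcodes of 200 to under 500 UMIs raised it to 16.3%, and leaving out genes with a more abundant gene on the opposite strand raised it to 5.45%. Both stayed below the criterion. For opposite-strand reads this argues against them as the whole cause. The genes kept in the free RNA test may still carry free RNA, so that value does not decide and free RNA stays open. Leaving out both sets gave 22.7%. Endothelial-like nuclei, which were not part of the test, would have passed it: leaving out the free RNA genes raised 25.7% to 42.0%, which is 60.4% of full mixing there. A difference in how the libraries were counted was not tested for this pattern and stays open. Differences in preparation, in the animals and in genotype stay open too and were not tested, since each group has 1 library.

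Gene ratios between the libraries were shared across classes. Across 8463 genes, which are not independent replicates, log2 ratios of 6 pairs of classes had Pearson correlations of 0.701 to 0.819. For macrophage-like and fibroblast-like nuclei the value was 0.788. Leaving out genes with a more abundant opposite-strand partner left it at 0.788, above the limit of 0.1 set for both tests, which argues against opposite-strand reads as the whole cause. Subtracting the profile of 200 to under 500 UMIs gave 0.492. This was also above the limit and was first scored against free RNA, but a wrong share of free RNA would leave the same residue in both classes, so the value does not decide. With both corrections 0.483 remained. The shared ratios may come from free RNA, a difference in how the libraries were counted, the preparation, the animals or a response of all cell types to the genotype. These cannot be told apart with 1 library per group. These values use genes with at least 30 UMIs in the lower library of each class, the filter of the first run. That filter drops genes that fell to near 0, so a minimum of 30 UMIs in the higher library was tried after those values had been seen. It took an uncorrected value of 0.838 to 0.792 without opposite-strand genes, 0.589 after subtraction and 0.473 with both, all above the limit as well.

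Genes with a more abundant gene on the opposite strand were often lower in the library labelled AHRmKO, a set that was defined after such genes had been seen among the lowest ratios. Of the 200 genes with a log2 ratio under -3 over all nuclei, 170 had such a partner (85.0%), against 9.0% of all genes at 20 CPM or more. The 200 genes annotated as antisense had a median of -3.43 and the 8282 protein-coding genes one of 0.02. The criterion written for opposite-strand reads as the cause was a median under -1 over every gene with such a partner, and the test missed it: the median was -0.50 over 781 genes, against 0.03 for the others. It was first scored as counting against the explanation. After the value had been seen it was rescored as open, with an added rule that medians differing by over 0.2 are not alike, and that limit was not part of the written criterion. Under the first scoring the broad explanation failed, while the annotated antisense genes, picked out afterwards, keep the question open. If the libraries had been counted differently, the same genes should be lower relative to their partners in barcodes of 200 to under 500 UMIs too. There the median relative to the partner was -0.76, against -0.57 in nuclei, which lies between the limits written for and against that cause. The 2 causes cannot be told apart while the use of strand in counting is unstated.

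In fibre clusters with 3 or more immature markers, Ahr was at 36.8 CPM in the library labelled AHRfl/fl and 34.2 CPM in the one labelled AHRmKO, not lower beyond counting error (log2 ratio -0.10, -0.34 to 0.13). Droplets holding only free RNA would give 26.0 CPM by the higher of the 2 profiles, under the lower counting limit of 30.3, which argues against free RNA as the whole cause. In fibre clusters with under 3 immature markers, the estimated free RNA gives 4.73 or 5.07 CPM in the library labelled AHRmKO, depending on the profile. Both lie inside the counting interval of 2.40 to 9.19, so the Ahr UMIs seen there may be free RNA. A deletion that leaves most of the transcript in place, an incomplete deletion and an exchanged label were not tested, because the counts are per gene.

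Vegfa was higher in the library labelled AHRmKO in each class compared. Barcodes of 200 to under 500 UMIs had a log2 ratio of 1.05 as well, so free RNA was tested by subtracting it from the counting limits of each class, with its share taken as known. In fibre clusters with under 3 immature markers and in satellite-like, fibroblast-like and adipocyte-like nuclei, the lowest ratio that these limits allow over both free RNA profiles was 0.85, which argues against free RNA as the whole cause there. Fibre nuclei found almost only in the library labelled AHRmKO are another possible cause. Satellite-like, fibroblast-like and adipocyte-like nuclei hold no fibre nuclei by name, so their lowest ratio of 1.20 does not test this cause. It shows only that the rise was not limited to nuclei named as fibre. In fibre clusters with under 3 immature markers this cause stays open: 506 of the 577 nuclei of that library lie in a cluster with 2 nuclei of the other. Within the cluster that holds both libraries the ratio was 1.68, against 3.52 for these clusters together, but its 71 nuclei labelled AHRmKO may resemble those of the other cluster, so that cause cannot be told apart there. In macrophage-like and endothelial-like nuclei the limits allow a ratio down to -0.71. The estimated free RNA gives 4.01 and 9.41 CPM against the 5.13 and 12.5 CPM seen in macrophage-like nuclei, so most of the Vegfa there may be free RNA, and free RNA cannot be told apart from a real difference in these 2 classes. The same holds for fibre clusters with 3 or more immature markers, where subtraction took the ratio from 0.38 to 0.16, the limits allow -0.38, and the ratio within 1 cluster was -1.31. Preparation and genotype stay open in every class. A higher Vegfa in muscle without AHR is a hypothesis that rests here on 1 library. In that library a loss of Ahr was not shown. No direction is claimed for Ahr in myofibre-like nuclei, and the value over all nuclei, which was not lower, does not test a loss limited to fibres.

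Oxidative phosphorylation genes were lower in the library labelled AHRmKO in each of the 6 classes compared. In barcodes of 200 to under 500 UMIs their median log2 ratio was -2.91. Outside endothelial-like nuclei, subtracting that profile turned the class medians positive, the highest being 3.96, but it set 39 to 59 of the 74 genes to 0 in the library labelled AHRfl/fl, so it removed too much to decide. The profile of at most 100 UMIs left -1.30 in macrophage-like nuclei. In endothelial-like nuclei the median of -2.51 stayed at -2.05 and -3.33 under the 2 profiles, with no gene at 0 in the library labelled AHRfl/fl. In the library labelled AHRmKO, however, these subtractions set 15 and 17 of the 74 genes to 0, which lowers the median. These shares of free RNA come mostly from macrophage-like nuclei. Estimated in endothelial-like nuclei alone, the share for the profile of 200 to under 500 UMIs was 46.2% and 29.4%. The median then turned to 3.12, with 65 of the 74 genes at 0 in the library labelled AHRfl/fl. For the profile of at most 100 UMIs the share was 76.1% and 24.4%. The median then turned to 1.30, with 64 genes at 0 in that library. The outcome thus rests on the share used, and free RNA cannot be told apart from a real difference in any of the 6 classes.

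The early response genes, a list written after Fos had been seen, had a median above 0 in each of those 6 classes, over 15 to 17 of the 17 genes. The medians ran from 0.39 in fibre clusters with 3 or more immature markers to 2.63 in fibroblast-like nuclei, the library labelled AHRmKO being higher. Handling of the tissue before the nuclei were isolated may raise them in every class, but so could ischaemia in the animals used, and the 2 cannot be told apart with 1 library per group.

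A cluster of 498 nuclei, 497 of them from the library labelled AHRfl/fl, had a median of 7905 UMIs, over 2 times the library median. Its median doublet score was 0.234, against at most 0.0645 in the other clusters, so it may hold doublets that the fixed share did not remove, and it stayed unnamed. No biological explanation was tested for it.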
